A study of Caenorhabditis elegans with 8 samples.

How the data were processed

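RNA was measured by sequencing in whole first-stage (L1) larvae of the nematode Caenorhabditis elegans. The 8 libraries came from 4 genotypes with 2 replicates each: wild type (the N2 strain), spr-1(ar200), met-2(n4256) and the double mutant met-2(n4256);spr-1(ar200). Per the labels' protocols, the larvae hatched without food and total RNA was taken with TRIzol. Each library was assigned to its genotype and replicate number from its own label.

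The deposited count tables, 1 for each library, hold raw read counts for 50832 RefSeq transcript accessions, made by the authors with featureCounts from HISAT2 alignments, per the file headers. The aligner and counter versions, the genome build, the annotation release and the use of strand were not stated there. The counted feature is a transcript and not a gene, so every count of changed features below is a count of transcripts. This can affect the measurement. Among protein-coding features, 61.1% were at 0 in all libraries where the gene had 2 or more listed transcripts, against 4.1% where it had 1. Listed transcripts that are not expressed would also stand at 0. Genes with several transcripts may still be undercounted, and their values are uncertain. Reads of near-identical paralogs and of overlapping genes could likewise be lost or misassigned.

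The authors also deposited 3 tables of DESeq2 results, each comparing 1 mutant with wild type, with log2 fold changes, p-values and adjusted p-values. The base mean in these deposited tables is a signal value, the authors' mean of normalised counts over the libraries compared, and the standard error and test statistic are scores from the authors' DESeq2 run, per the file headers. The base mean in each deposited table was recomputed from the normalised counts of the 4 libraries compared, and the largest relative difference was 2.1e-09. The log2 fold changes in the deposited tables were shrunken for weakly expressed transcripts. In the met-2 table their median ratio to the unshrunken value was 0.22 for weakly expressed and 0.95 for abundant transcripts. These tables were used only beside the new tests.

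Symbols were taken from a RefSeq gene table of assembly WBcel235, in which 46074 of the 50832 accessions (90.6%, holding 87.5% of counts) had a match. Unmatched accessions were kept and named by accession. Because the authors' build was not named, that table served for names and for the order of genes, and no coordinates are given.

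Counts were tested with edgeR 4.0.16 in R 4.3.3. Transcripts were kept by filterByExpr on genotype, which left 19460 transcripts holding 99.97% of counts. Library sizes were scaled by TMM, with factors from 0.937 to 1.067. A single model of the 4 genotypes was fitted to all 8 libraries, because a fit to 4 libraries leaves few residual degrees of freedom. The common dispersion was 0.076 (a coefficient of variation of 27.6%). The 6 contrasts were tested with the quasi-likelihood F test. They were each mutant against wild type, the double mutant against each single mutant, and the interaction of the 2 mutations. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Normalised CPM values were computed from the deposited counts and the TMM-scaled library sizes.

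Lists of germline, oocyte, sperm and muscle genes (43, 23, 29 and 33 genes) were written from general knowledge before the data were examined, as were the model, the contrasts, the alternatives and the rule for naming genes. Of these genes, 35, 20, 19 and 27 were tested, as 37, 20, 19 and 33 transcripts. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and the 24 list tests were adjusted together. The tests fry and camera with an estimated correlation were run beside it. The genes named were met-2, spr-1, spr-5, pgl-1, htp-1 and cpb-1, then for each mutant against wild type up to 3 transcripts with the highest and 3 with the lowest fold change. Those had to pass the threshold, reach a mean log2 CPM of 1 and have both mutant libraries outside the wild-type range. Up to 3 members of each list with the smallest p-values in the double mutant were added. Other names are stated to have been chosen after their values were seen.

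The procedure was tested on simulated counts with 200 transcripts changed by 2 on the log2 scale. The edgeR test recovered 84.5% of them, 7.7% of its calls were false, and it made 0 calls in an unchanged comparison. DESeq2 1.42.0 recovered 95% with 22.1% false calls. An edgeR fit without a low-count filter made 60 calls among 29688 unchanged transcripts. All these counts were drawn from dispersions that edgeR estimated, in a single draw each, so the rates need not carry over to the data.

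The alternatives were DESeq2 size factors, no low-count filter, a mean count of at least 50, a replicate block, the DESeq2 test, fits of the compared genotypes alone, a minimum absolute log2 fold change of 1, an adjusted p threshold of 0.01, and leaving out each library in turn. Summing counts per gene was added after the files were seen to count transcripts. Leaving out 1 library leaves 1 in its genotype, so those fits gave values and no calls. Correlations between comparisons that share wild-type libraries were set against 20 simulations of unchanged groups. Total counts ran from 50044486 to 64934386 per library. Groups of 2 libraries give little information on the spread of any single transcript, and that number limits the precision more than the depth does. GC content was not tested, since no genome sequence was used here.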

Results

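RNA abundance was compared among starved L1 larvae of wild type, the spr-1 mutant, the met-2 mutant and the met-2;spr-1 double mutant, with 2 libraries per genotype. The gene spr-1 encodes the worm relative of CoREST, a partner of the histone demethylase LSD1 (spr-5 in worms), and met-2 encodes a methyltransferase of histone H3 lysine 9. The design asked which transcripts differ from wild type in the progeny of each mutant. Total counts were 55172878 and 57348465 in wild type, 56770263 and 60112456 in spr-1, 57421487 and 64934386 in met-2, and 52763879 and 50044486 in the double mutant. Between 23973 and 24830 transcripts were detected per library. The most abundant transcript, eef-1A.1, took from 1.72% to 2.21% of counts.

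Replicates of a genotype correlated across transcripts with r from 0.9713 to 0.9748 in log2 CPM. They differed by far more than sampling noise, with a chi-square per degree of freedom from 42.2 to 77.7, so no library was a copy of its partner. The first principal component held 41.9% of the variance. Libraries carrying the met-2 mutation scored from 38.4 to 76.1 on it and the others from -70.2 to -34.2. The second held 12.8% and spread libraries within genotypes, with wild type at -9.1 and 64.3.

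**Figure D1:**
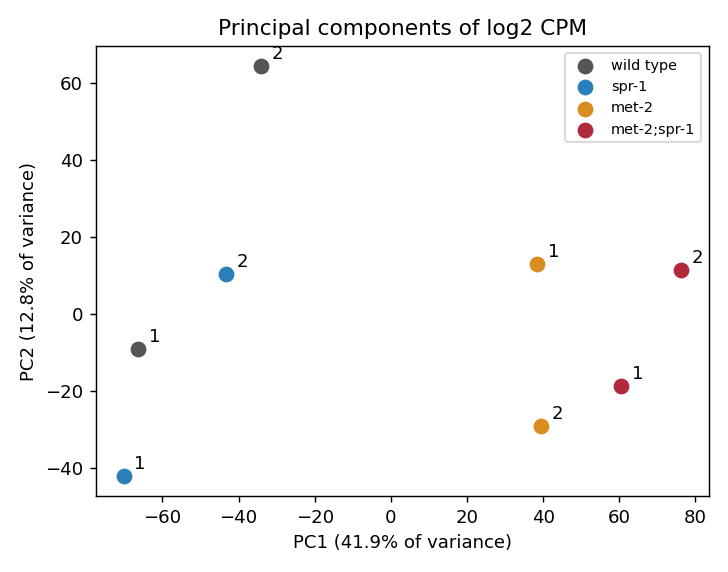
Principal components of log2 CPM over 19460 transcripts, with PC1 and PC2 scores on the axes and each point a library labelled with its replicate number. The 4 libraries with the met-2 mutation lie at positive PC1 scores and the other 4 at negative scores.

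The mutated genes were examined first. Transcripts of met-2 (NM_066447) stood at 117 ± 0.0311 normalised CPM (SD, n = 2) in wild type and 117.9 ± 2.27 in spr-1. They stood at 64.6 ± 3.90 in met-2 and 74.4 ± 3.73 in the double mutant. The log2 fold change was -0.86 (SE 0.103) in met-2, with an adjusted p of 0.00441 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the double mutant it was -0.65 (SE 0.102, adjusted p 0.00951 in the same edgeR test). Transcripts of spr-1 (NM_072697) did not separate the genotypes. They stood at 46.0 ± 4.20 in wild type, 37.8 ± 5.29 in spr-1, 39.4 ± 2.20 in met-2 and 37.2 ± 3.63 in the double mutant (normalised CPM, SD, n = 2). The log2 fold change in spr-1 was -0.29 (SE 0.144, adjusted p 1 in edgeR's test with Benjamini-Hochberg adjustment). The transcript level therefore does not check the spr-1 labels. Transcripts of spr-5 (NM_060965) stood at 67.6 ± 3.30 in wild type and between 59.0 and 76.2 in the mutants, and no mutant differed from wild type in the edgeR test.

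The comparison of spr-1 with wild type asked what loss of the CoREST component alone changes. Only 2 transcripts passed the threshold, while 772 had an unadjusted p under 0.05. The 20 simulations of unchanged groups gave at most 4 calls, so the number of spr-1 calls does not exceed what unchanged groups gave. The transcript of rpl-11.1 (NM_071607) rose from 116.2 ± 0.898 to 299.4 ± 41.3 normalised CPM (SD, n = 2), a log2 fold change of 1.37 (SE 0.119, adjusted p 0.0312 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When only spr-1 and wild type were fitted, its adjusted p in the edgeR test was 0.231. A closely similar paralog exists, and reads could be divided between them. The transcript srw-85 (NR_138488) fell by 5.95 on the log2 scale (SE 0.363, adjusted p 0.00403 in the same edgeR test). It went from 38.7 ± 4.23 to 0.623 ± 0.111 normalised CPM, and stood at 0.862 ± 0.478 in the double mutant. The alternative that moved the number of spr-1 calls most was the absence of a low-count filter, which gave 377. That fit also made 60 calls in simulated unchanged data. The authors' deposited table had 60 transcripts at an adjusted p under 0.05, of which 41 were higher and 19 lower, and both edgeR calls were among them.

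The comparison of met-2 with wild type gave 521 changed transcripts, 392 higher and 129 lower. The alternative without a low-count filter gave 2026. The authors' deposited table held 1327 calls, 713 higher and 614 lower, and 507 of the edgeR calls were among them, all in the same direction. Among the strongest increases, F15H10.10 (NM_001028635) had 0 counts in both wild-type libraries and was at least 45.9-fold higher in met-2. The accession NM_065085, which has no symbol in the table used, rose from 0.150 ± 0.00663 to 23.9 ± 5.14 normalised CPM (SD, n = 2). T06A10.107 (NM_001307421) rose from 0.119 ± 0.141 to 18.4 ± 0.682. Among the strongest decreases, dnj-26 (NM_069925) had 0 counts in both met-2 libraries and was at least 73.4-fold lower than in wild type. Y58A7A.4 (NM_071960) was at least 52.4-fold lower. Y58A7A.3 (NM_071959) fell from 30.3 ± 9.67 to 0.427 ± 0.458 normalised CPM, a log2 fold change of -6.10 (SE 0.646, adjusted p 0.00236 in edgeR's test with Benjamini-Hochberg adjustment). In the double mutant these 3 transcripts had means of 3.81, 3.97 and 30.4 normalised CPM, against 3.52, 2.51 and 30.3 in wild type.

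The double mutant asked whether loss of both genes changes more than either loss alone. Against wild type 990 transcripts changed, 680 higher and 310 lower. Without a low-count filter there were 2566. The authors' deposited table held 1787 calls, 1067 higher and 720 lower, and 968 of the edgeR calls were among them, all in the same direction. F15H10.10 was at least 679.7-fold higher and its neighbour F15H10.9 (NM_001028636) at least 234.5-fold higher. The transcript of pals-5 (NM_060899) rose from 0.0569 ± 0.0290 to 94.5 ± 3.38 normalised CPM (SD, n = 2), and stood at 4.16 ± 2.69 in met-2. Its log2 fold change was 10.66 (SE 0.651, adjusted p 9.87e-05 in edgeR's test with Benjamini-Hochberg adjustment). It belongs to a family of similar genes, so its count is uncertain. Transcripts of asp-16 (NM_171584) were at least 100.1-fold lower. The decrease of comt-4 (NM_071157) rested on wild-type libraries that differed from each other, with a mean of 16 ± 15.4 normalised CPM. The srw-85 transcript fell by 5.48 on the log2 scale.

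**Figure D2:**
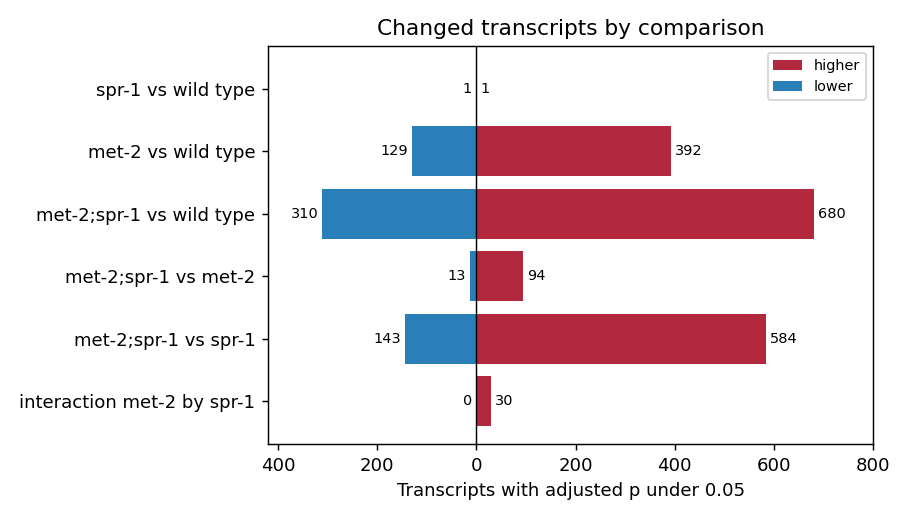
Bars give the number of transcripts with an adjusted p under 0.05 in edgeR's quasi-likelihood test, higher to the right of 0 and lower to the left, for each of the 6 contrasts. The double mutant against wild type has 680 higher and 310 lower, and spr-1 against wild type has 1 of each.

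Of the 521 transcripts changed in met-2, 439 were also changed in the double mutant (84.3%), all in the same direction, 82 passed in met-2 alone and 551 in the double mutant alone. Fold changes of the pair correlated across transcripts with r = 0.722. Simulated unchanged groups that shared the same wild-type libraries gave a mean r of 0.507, with a range from 0.477 to 0.53. For spr-1 with met-2 the value was 0.331 against a simulated mean of 0.51, and for spr-1 with the double mutant it was 0.3 against 0.504. Neither exceeded the simulated values, and both lay below the simulated ranges, which began at 0.488 and 0.471. The simulated mutants were unchanged, whereas met-2 and the double mutant had 521 and 990 calls. The simulations therefore cannot tell whether spr-1 shares changes with either. Transcripts are not independent replicates, and no p-value was attached to these correlations. Both spr-1 calls were also called in the double mutant in the same direction.

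**Figure D3:**
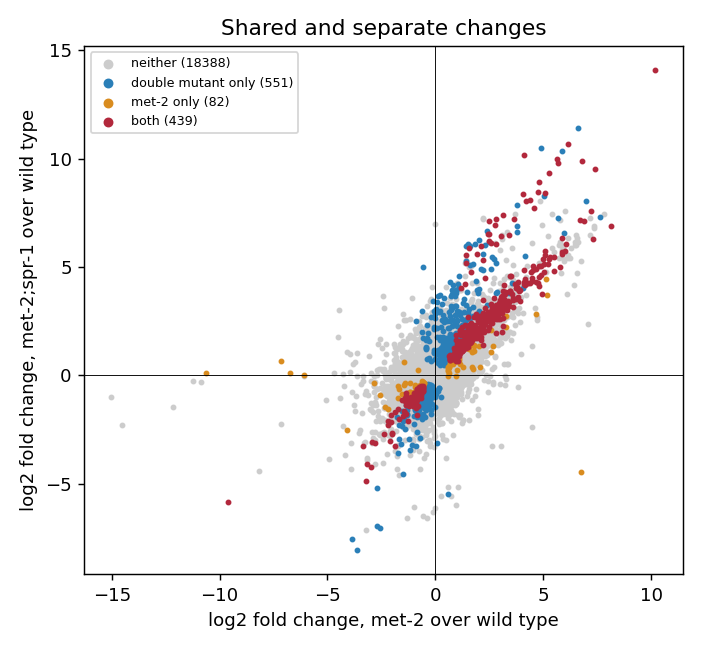
Each point is a transcript, with its log2 fold change in met-2 over wild type on the horizontal axis and in met-2;spr-1 over wild type on the vertical axis, coloured by the comparisons in which its adjusted p is under 0.05. The 439 transcripts called in both comparisons share their direction, and fitted values of transcripts near 0 counts in a genotype are not bounds.

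Adding the spr-1 mutation to met-2 changed 107 transcripts, 94 higher and 13 lower, in the comparison of the double mutant with met-2. The 94 had a median log2 fold change over wild type of 0.93 in met-2 and 3.69 in the double mutant. Adding met-2 to spr-1 changed 727, 584 higher and 143 lower. The interaction term tested whether the effect of spr-1 in the met-2 background differed from its effect in wild type. It was past the threshold for 30 transcripts, all with a positive interaction, while 938 transcripts had an unadjusted p under 0.05. Those 30 had a median log2 fold change over wild type of 0.81 in met-2 and 4.13 in the double mutant. Among the genes selected by the naming rule set before the data were examined, dnj-26, Y58A7A.4 and Y58A7A.3 passed the interaction test, and each was lowest in met-2.

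Germline genes were examined because of the known role of these factors in the passage of histone methylation from germline to embryo. The 37 germline list transcripts had a median log2 fold change of -0.02 in spr-1, with 15 higher. In met-2 the median was -0.20 with a mean of 0.21, since 7 transcripts were called higher while 15 of 37 rose at all. In the double mutant the median was 0.41, with 28 of 37 higher. Of these, 10 were called over all transcripts tested and 11 when adjusted over the list alone. The corresponding counts were 7 and 10 in met-2, and 0 and 1 in spr-1. Camera at the preset correlation gave a Benjamini-Hochberg adjusted p, over the 24 list tests, of 0.649 for spr-1, 0.0239 for met-2 and 2.67e-10 for the double mutant. In met-2 the direction of the test was upward, opposite to the median. The double mutant exceeded met-2 in 37 of 37 transcripts, with a median of 0.41 (camera adjusted p 5.36e-12), and exceeded spr-1 with a median of 0.59 (camera adjusted p 2.15e-10). The median interaction was 0.63, with 34 of 37 positive (camera adjusted p 6.04e-08). It was 0.40 without spr-1 replicate 2 and 0.42 without replicate 1 of the double mutant. The choice of set test moved these results most. Under fry the comparisons of the double mutant with wild type and with spr-1 held, each with an adjusted p of 0.0177. Of the germline comparisons none held under an estimated correlation, where the adjusted p was 0.182 for the double mutant. Without replicate 1 of the double mutant the median was 0.27, and without replicate 2 it was 0.66.

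The 3 germline list members with the smallest p-values in the double mutant were prg-1, syp-1 and glh-1. Transcripts of prg-1 (NM_059720) rose from 74.9 ± 1.30 normalised CPM in wild type to 185.3 ± 15.97 in spr-1, 284.9 ± 16.7 in met-2 and 497.2 ± 77.9 in the double mutant (SD, n = 2). The log2 fold change in the double mutant was 2.73 (SE 0.142, adjusted p 4.58e-05 in edgeR's test with Benjamini-Hochberg adjustment). In the same edgeR test neither the change in spr-1 (1.31, adjusted p 0.074) nor that of the double mutant over met-2 (0.80, adjusted p 0.0538) passed. The prg-1 interaction was -0.50, opposite in sign to the list median. Transcripts of syp-1 (NM_074744) stood at 12.7 ± 1.48, 11.95 ± 3.26, 124.5 ± 6.14 and 183.4 ± 8.40 normalised CPM in wild type, spr-1, met-2 and the double mutant. Those of glh-1 (NM_059562) stood at 51.8 ± 8.20, 51.5 ± 7.31, 120.8 ± 3.44 and 244.0 ± 21.2 in the same order. Transcripts of htp-1 (NM_068398) had a log2 fold change of 0.76 in met-2 (SE 0.199, adjusted p 0.105) and 1.81 in the double mutant (SE 0.202, adjusted p 0.00186, edgeR with Benjamini-Hochberg adjustment). In the comparison of the double mutant with met-2 its log2 fold change was 1.05 (SE 0.197, adjusted p 0.0856, same test), which did not pass the threshold. Reads of htp-1 could be divided between it and its close paralog htp-2. Transcripts of cpb-1 (NM_066650) rose by 2.85 in met-2 and 3.09 in the double mutant on the log2 scale. The pgl-1 transcript had from 0 to 3 counts in any library under its only matched accession and was not tested. Its reads could be counted under an unmatched accession or lost as ambiguous, so expression of the gene was not assessed.

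**Figure D4:**
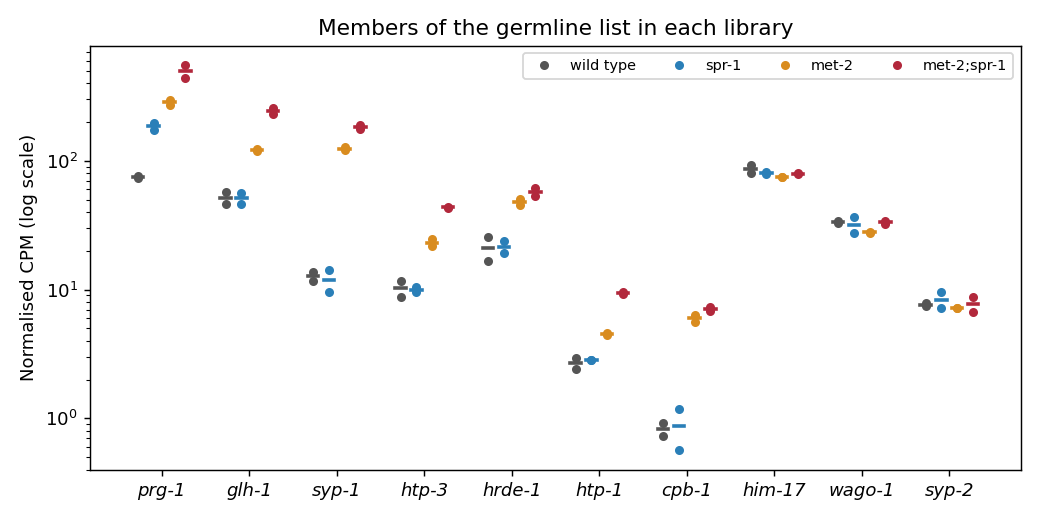
Points give normalised CPM on a log axis for each of 8 libraries and short lines the mean of 2 libraries, for 10 members of the germline list chosen after their values were seen. For prg-1 the means rise from 74.9 in wild type to 497.2 in the double mutant, whereas the last 3 genes lie close together in all 4 genotypes.

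The oocyte list of 20 transcripts had a median of -0.06 in spr-1, -0.11 in met-2 and 0.31 in the double mutant, with camera adjusted p of 0.802, 0.802 and 0.0108. Only mex-5 (log2 fold change 2.32 in the double mutant) and cbd-1 (2.20) passed the threshold. The list stood 0.46 higher in replicate 2 than in replicate 1 of the double mutant, a difference larger than its median change. The sperm list of 19 transcripts had medians of 0.43 in spr-1, 0.63 in met-2 and 0.32 in the double mutant, with camera adjusted p of 0.00415, 0.000583 and 0.014. Setting the 1 member near 0 counts to its bound left these medians as they were. Its called members in the double mutant were spe-6 (3.12), spe-19 (4.11) and spe-15 (1.53), and spe-15 is counted as 3 transcripts, so its value is uncertain. Under fry the sperm list held in met-2 and the double mutant, each with an adjusted p of 0.0177, and not in spr-1, where it was 0.0811. The oocyte list did not hold under fry in the double mutant (0.143), and neither list held under an estimated correlation. The muscle list of 33 transcripts had medians of 0.03, 0.10 and 0.14 in spr-1, met-2 and the double mutant, with camera adjusted p of 0.149, 0.651 and 0.802.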

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

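The tests of genes missing from met-2, of library scaling, of pathogen response genes, of infection, of a deviating library and of the germline list were chosen only after the interaction results were seen.

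The effect of the spr-1 mutation differed between the wild-type and met-2 backgrounds for 30 transcripts by the interaction test, with 938 transcripts at an unadjusted p under 0.05. All 30 interactions were positive. They had no single origin. Of the 30, 2 had at most 3 counts in both met-2 libraries and at least 100 in both wild-type libraries, so absence of genes from the met-2 strain accounts for few of them. In the counts before any scaling the median interaction of all tested transcripts was -0.31 on the log2 scale, against 3.40 for the 30, which argues against library scaling. For 26 of the 30 both double-mutant libraries lay above all 6 others, so those 26 do not rest on 1 double-mutant library. The interaction test favours transcripts whose replicates agree. Whether 1 double-mutant library deviates in general therefore cannot be decided from the 30. With 2 libraries per genotype, such a separation is not a test of its own.

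The absent transcripts, dnj-26 and Y58A7A.4, had fitted interactions of 10.72 and 7.92, and the neighbour of the latter, Y58A7A.3, had 6.04, all on the log2 scale. The fitted values depend on the prior count because dnj-26 had 0 counts in both met-2 libraries and Y58A7A.4 had 0 and 2. In the double mutant they stood at 3.81, 3.97 and 30.4 normalised CPM, against 3.52, 2.51 and 30.3 in wild type. Genes missing from the met-2 strain, through a variant that the double mutant lacks, are a candidate explanation for dnj-26 and Y58A7A.4. Y58A7A.3 had 6 and 51 counts in the met-2 libraries, so it was low there and did not meet the criterion of at most 3 counts. In wild type it was far more abundant than its neighbour Y58A7A.4, so a fixed limit on counts cannot separate them. Whether the same explanation covers Y58A7A.3 stays open. Since 2 of the 30 met the criterion, this explanation does not extend to most of the set. No sequence of the strains was used here, and this explanation was not tested further. The met-2 mutation itself does not separate these strains, since both carry it.

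Among the rest, 6 of the 30 were members of the pals family, of which 37 transcripts were tested and 0.06 were expected by chance (Fisher's exact test, two-sided, p 1.77e-11, chosen after the names were seen). The transcript pals-2 stood at 1.94 ± 0.192, 1.25 ± 0.284, 5.14 ± 0.189 and 89.9 ± 5.02 normalised CPM (SD, n = 2) in wild type, spr-1, met-2 and the double mutant. In the same order eol-1 stood at 1.28 ± 0.00326, 1.78 ± 0.412, 13.6 ± 2.39 and 111.9 ± 16.03. These names were chosen after their values were seen, and reads of similar pals genes could be divided among them. A list of 18 genes known to respond to intracellular pathogens was then written, of which 13 were tested and none was among the 30. For its 9 members whose values had not been seen, the median interaction was 1.58, with 9 of 9 positive, above all 10000 random lists matched on expression. Their medians over wild type were 0.89 in met-2 and 2.21 in the double mutant. Random lists treat genes as independent, so the percentile describes these libraries. Joint induction of pathogen response genes may therefore account for part of the pattern.

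Infection of the double-mutant cultures stays open. The list differed by -0.13 (median log2) between the double-mutant libraries, which an infection shared by both cultures would also give. A response to loss of both genes and an infection of cultures of that genotype cannot be told apart, because genotype and culture coincide in this design.

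The germline list had a median interaction of 0.634, the oocyte list 0.631 and the sperm list -0.49 in the same test. Without the 1 sperm transcript near 0 counts the sperm median was -0.35. Camera adjusted p for the 3 lists was 6.04e-08, 0.000416 and 0.00967. No list interaction held under fry (adjusted p 0.111, 0.275 and 0.0811) or under an estimated correlation. For the germline list the increase of the double mutant over wild type was uneven. Of 31 list transcripts with a mean count of at least 100, 13 had an upper 95% limit below a log2 fold change of 1, whereas 10 were called with a rise beyond 2-fold. If the listed transcripts came from germ cells alone, more germ cells would raise them alike. On that assumption, the uneven rise argues against more germ cells or more germline RNA overall as its whole cause over wild type. The share of each transcript that comes from germ cells was not measured. Of those 10 transcripts, 7 were already called in met-2. Over met-2, all 37 of 37 list transcripts were higher in the double mutant. Of these, 1 was called over all transcripts tested and 12 when adjusted over the list alone. For 13 the upper limit lay below 1, and only 1 was called beyond 2-fold. The same test, applied to that part after its values were seen, could not tell, so more germ cells or more germline RNA overall stays open there. In the wild-type pair the moulting genes rose by 1.80 from replicate 1 to replicate 2 while the germline list moved by 0.16. That shift was less than the list's rise of 0.41 in the double mutant. In the spr-1 pair the moulting genes rose by 2.64 and the germline list moved by -0.19. Those germline shifts were opposite in sign, though the moulting genes rose in both pairs. Median log2 CPM of the moulting genes was 4.6 and 3.89 in the double mutant, above the 1.33 and 3.39 of wild type. Neither pair reached those levels, so developmental time stays open as part of the cause. A further germline rise that depends on both mutations stays open as a hypothesis, since it was found and examined in the same libraries.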

How the results depend on the processing

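Summing counts per gene was the only alternative chosen after the data were seen.

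Counts of changed transcripts, in the order spr-1, met-2 and double mutant against wild type, double mutant against met-2 and against spr-1, and interaction, were 2, 521, 990, 107, 727 and 30. DESeq2 size factors, a stricter low-count filter, summing per gene and a minimum absolute log2 fold change of 1 each kept all 6 within 1.5 times. Without a low-count filter they were 377, 2026, 2566, 730, 2157 and 579. At most 11 of those calls in any comparison were on transcripts outside the 19460 tested, so the added calls came from transcripts tested in both fits. The same fit made 60 calls in simulated unchanged data, and the cause was not tested further. The DESeq2 test gave 24, 1168, 1737, 362, 1276 and 152. In simulated data 22.1% of its calls were false against 7.7% with edgeR. Those data were drawn from edgeR's own dispersions with 200 changed transcripts, so the rates need not hold here. At an adjusted p under 0.01, which keeps fewer by construction, the counts were 1, 228, 468, 47, 376 and 9. Fitting only the compared genotypes gave 1 in spr-1 and 314 in met-2, with fewer samples in the fit, and stayed within 1.5 times for the other 3 comparisons of genotypes.

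The share of higher calls among all calls also moved. In met-2 it was 75.2%, against 60.6% without a filter, 60.7% under DESeq2 and 64.8% with the replicate block, and 91.2% at an adjusted p under 0.01, 84.4% at an absolute log2 fold change of at least 1 and 80.3% with only the 2 genotypes fitted. For the double mutant it was 68.7%, against 60.5% under DESeq2 and 60.2% with the block, and 81.6%, 80% and 75.4% under the other 3 settings. In the double mutant against met-2 it was 87.9%, against 64.2% without a filter and 73.8% under DESeq2. The 377 spr-1 calls made without a filter were 121 higher and 256 lower (32.1% higher). All interaction calls were positive in the main fit, so that share was 100%. Without a filter it was 77.5% (449 positive and 130 negative), and under DESeq2 94.1% (143 and 9). DESeq2 size factors moved the share by under 2 points where more than 2 transcripts were called.

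Replicate numbers are shared among genotypes. The correlations of replicate differences between genotypes ran from -0.145 to 0.262, so the numbers were not taken to pair the libraries. With the replicate block the interaction gave 18 transcripts, of which 16 were among the 30, and the germline list in met-2 had a median of -0.213 with a camera adjusted p of 0.166. The other 5 counts stayed within 1.5 times (3, 718, 1275, 122 and 852), and the other 5 germline results kept their side of the threshold.

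The germline list depended on the set test. In met-2 camera called the list higher, opposite to its median of -0.196, with a mean of 0.213 and 7 members called higher. The adjusted p was 0.0239 with camera, 0.143 with fry, 0.586 with an estimated correlation, and 0.228 without a filter (median -0.223). An estimated correlation also took the double mutant against wild type (0.406), against met-2 (0.415) and against spr-1 (0.589), and the interaction (0.634), to the other side of the threshold, with adjusted p of 0.182, 0.182, 0.182 and 0.203. Fry did so for the double mutant against met-2 (0.415, adjusted p 0.0575) and for the interaction (0.634, adjusted p 0.111). The medians are those of the same fit. Between the camera settings, what differs is the correlation between genes, which is preset or estimated. Fry is a different test, and the cause of its different results was not isolated.

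Across fits that each left out 1 library, the germline median ran from -0.232 to 0.024 in met-2, where leaving out met-2 replicate 2 changed its sign. It ran from 0.273 to 0.657 in the double mutant against wild type, the lowest without replicate 1 and the highest without replicate 2 of the double mutant, and from 0.364 to 0.585 against met-2. The median interaction ran from 0.395 without spr-1 replicate 2 to 0.721 without met-2 replicate 1, and was 0.422 without replicate 1 of the double mutant. In spr-1 it ran from -0.152 to 0.111, on both sides of 0. The correlation of fold changes ran from 0.141 to 0.636 for spr-1 with met-2, from 0.12 to 0.599 for spr-1 with the double mutant and from 0.597 to 0.833 for met-2 with the double mutant. In each of the 3 the highest value came without wild-type replicate 2, where 1 wild-type library is shared by both comparisons. Without a low-count filter the last correlation was 0.551.

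Single transcripts chosen by the naming rule gave 37 results, each a mutant against wild type. These were followed under DESeq2 size factors, the DESeq2 test, the replicate block and fits of 2 genotypes. Interactions of single transcripts, comparisons with met-2 and names chosen after their values were seen were not followed singly. Of the 37 results, 1 weakened under those settings, rpl-11.1 in spr-1 when only 2 genotypes were fitted, and none changed direction. Leaving out 1 library moved 15 of 37 such results by more than their standard error and changed the sign of 4, each with an adjusted p of at least 0.918 in the full fit. The largest of these changes was cpb-1 in spr-1, from 0.07 to -0.55 without spr-1 replicate 1. The number of libraries limits every count here, and fits without a library gave no calls.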

Other observations

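The tests of the block at 0 counts, of srw-85, of library scaling for collagens and of adult tissue were chosen only after the result was seen, and so were the names of the genes given here.

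Higher calls lay next to each other in gene order. In met-2, 48 adjacent pairs occurred among 338 called genes, against a mean of 7.02 in 10000 random sets matched on expression. In the double mutant 125 pairs occurred among 598, against 22. Both gave p 1e-04 by permutation, the smallest these sets can give, so chance placement is argued against. Tandem copies that share reads, operons and overlapping genes were not separated from clustering of regulation, and these explanations stay open. Variants linked to the met-2 allele are argued against as the main origin of the met-2 calls, since 2 of the 100 tested genes nearest met-2 were called, against 2.69% elsewhere (Fisher's exact test, two-sided, p 1).

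A block of 6 neighbouring expressed transcripts (C45G7.4, cdh-10, C45G7.13, ilys-3, grd-16 and Y69A2AL.2) had 0 counts in both met-2 libraries and in replicate 2 of the double mutant. Its summed counts were 7529 and 7745 in wild type, 6464 and 8198 in spr-1, and 6467 in replicate 1 of the double mutant. The next expressed neighbours had reads in all 3 libraries without the block. Gene order held 14526 expressed transcripts, with at least 10 counts in both wild-type libraries. Outside the block, 12 of them had 3 counts or fewer in the same 3 libraries. The fit of all 8 libraries called 0 of the 6 in met-2, where 3352 transcripts had an unadjusted p under 0.05. The fit of met-2 and wild type alone, which leaves out the split double-mutant pair, called 4 of the 6. A deletion of 1 region in the animals of those 3 libraries is a candidate explanation that the 6 consecutive losses fit. With 0 counts in each of the 3 and 6467 in replicate 1 of the double mutant, no library showed a partial loss of the block. A mislabelled double-mutant replicate 1 is argued against by 252 transcripts called higher in the fit of met-2 and wild type alone. Of these, 98.4% lay above all 4 wild-type and spr-1 libraries in that replicate. In comparison, 45.2% and 23% lay above the other 3 such libraries in the spr-1 replicates. Its srw-85 level of 1.2 normalised CPM, against at least 35.7 in wild type and met-2, argues against a library of either. The double-mutant libraries may therefore differ in background, and genes in this region should be read library by library.

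The transcript srw-85 was low in both genotypes that carry spr-1(ar200). On their chromosome 3914 annotated genes lie between srw-85 and spr-1, which argues against close linkage. A regulatory effect of the mutation and an unlinked or loosely linked variant carried along in crosses stay open and were not tested.

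Some cuticle collagens differed between replicates. The median log2 level of 7 collagen and cuticle genes, picked because they differed, was 0.71 and 7.33 in wild type, 0.57 and 4.42 in spr-1, 8.19 and 4.91 in met-2, and 7.22 and 7.74 in the double mutant. The cuticle collagen dpy-17 did not follow them. It had 35.48 and 28.33 normalised CPM in wild type, 1.741 and 3.147 in spr-1, 2.515 and 6.418 in met-2, and 23.71 and 25.75 in the double mutant. Its log2 interaction was 6.17 (adjusted p 0.0153, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A list of 17 moulting genes, written before its values were seen, had 14 tested. Its median was 1.80 higher in wild-type replicate 2 than in replicate 1, at percentile 100 of 10000 matched random lists. Before any scaling all tested transcripts differed by 0.10 (median log2) between those libraries, which argues against library scaling. A difference in moult phase between libraries may explain these 7 genes, and leaves dpy-17 unexplained. The larvae were described as starved, so whether some libraries had begun a moult cycle was not tested.

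Transcripts of vitellogenins and eggshell genes were raised in the second replicates of the met-2 genotypes. The transcript perm-4 stood at 1.27 and 106.6 normalised CPM in replicates 1 and 2 of the double mutant, and vit-2 at 0.418 and 21.9. In met-2 they stood at 0.276 and 7.77, and at 0 and 2.4. A vitellogenin list of 6 genes, with 3 transcripts tested, was 5.02 higher in replicate 2 of the double mutant and 5.52 higher in replicate 2 of met-2 (median log2). The oocyte list was 0.46 higher in replicate 2 of the double mutant and 0.65 higher in replicate 2 of met-2 (17 of 20 transcripts), whereas the germline list moved by -0.14 and -0.10. The oocyte list includes the eggshell genes perm-2 and perm-4, so it is not independent of the pattern, although 14 of 20 transcripts rose in the double mutant. Tissue of adult hermaphrodites carried over may explain the vitellogenin and oocyte values. The germline list did not rise with them, and the explanation stays open. The oocyte list also moved by -0.30 between the spr-1 replicates, where vitellogenins moved by 0.22, so not every shift of that list goes with vitellogenins. The oocyte values of both genotypes should be read with this in mind.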
